A study of Mus musculus with 69 samples. Its data were reported in "Application of biclustering of gene expression data and gene set enrichment analysis methods to identify potentially disease causing nanomaterials" (2015).

How the data were processed

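Lungs of female mice were profiled 1 and 28 days after a single intratracheal instillation of nano-TiO2, either NRCWE-025 or NRCWE-030, at 18, 54 or 162 µg, or of vehicle. Each of the 69 arrays held the RNA of 1 mouse, labelled with Cy5, against a commercial pool of mouse reference RNA labelled with Cy3, with no dye swap. Arrays were grouped by material, dose and day as the labels give them, which made 14 groups: 13 of 5 arrays, and NRCWE-025 at 162 µg on day 28 with 4. The 5 vehicle controls of a day served both materials. Per the file headers, the arrays came from 19 slides and were scanned on 11 days.

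The deposited scanner files hold, for each spot and colour, the median pixel signal of the spot and of its local background as a linear intensity, with no correction applied. The deposited log ratio of the scanner software is a log10 of Cy5 over Cy3, after background subtraction, spatial detrending and dye normalization. Other deposited columns are flags of 0 or 1 that mark spots as saturated, non-uniform, outlying or well above background, per the file headers. The deposited series matrix holds 1 log2 value per probe and array, which the authors made by LOWESS within each array. Its scale was checked against the spots: its values had a slope of 1.01 (median over arrays) on the raw log2 ratio of Cy5 to Cy3 and a correlation across probes of 0.996 (median) with a loess without background correction, so they were read as log2 lung over reference. The correlation with a loess after normexp was 0.9945 (median), and lower than that without background correction on each array but 1. On that array, replicate 5 of NRCWE-030 18 µg day 28, the slope was 0.903 and the correlation without background correction 0.922. Pairs of different mice in its group had correlations across genes between 0.919 and 0.979. A mismatch between the scanner file and the series matrix values of this array is therefore not excluded. The array was kept.

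Values were recomputed from the spot signals with limma 3.58.1 in R 4.3.3, with the package data.table (version 1.17.8) and, for the plots, matplotlib 3.10.9 in Python 3.11.15. Of the 45018 spots in each file, 43379 were not control spots, and those marked as non-uniform or as population outliers were left out on the array concerned. Background was corrected by normexp with an offset of 50 on the local background median, followed by loess within each array and no scaling between arrays. Spots of 1 probe were combined by the median, and probes of 1 gene symbol by the median. Of 41174 probes, 27479 (66.7%) carried an accession or ID with a symbol in RefSeq for assembly GRCm38.p6, which gave 18749 symbols. The array design refers to an earlier mouse assembly, so the reference served for names only and no positions are given. The 93 symbols with no value on at least 1 array were left out, and 18656 genes were tested.

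The background fit went wrong on some arrays. A few spots had local backgrounds far above their signal, which drew the mean of the background that normexp fitted down to -259.4 in Cy5 and -1152.5 in Cy3. This was noticed only after the first counts of called genes had been seen. The values as planned were therefore kept as the main values, and a second set, in which local backgrounds that the scanner software marks as outliers were replaced by the array's median of the others before normexp, is given beside the counts of called genes for dose, materials and days as "marked backgrounds replaced". With that replacement the lowest fitted means were -14.4 in Cy5 and -5.7 in Cy3. The replacement was chosen after seeing the data.

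The groups, the tests, the rule for named genes and the alternatives, apart from those said to be added later, were fixed before the data were examined. For each material and day, 1 limma fit held the controls of that day and the 3 doses. The dose effect was limma's moderated F-test over control, 18, 54 and 162 µg. Each dose was also set against control by a limma contrast. A gene was called at a Benjamini-Hochberg adjusted p under 0.05, with no minimum fold. One fit of all 14 groups tested the difference between the materials (a moderated F-test over NRCWE-030 minus NRCWE-025 at the 3 doses of a day) and the difference between days (the effect of 162 µg on day 1 minus that on day 28). All limma tests were two-sided, and p-values given for groups of 4 or 5 arrays are adjusted p-values from limma unless another test is named.

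The study's 10 biclusters, gene sets it derived from lung disease models in other series, hold 200 members in all, of which 190 matched a tested symbol, 7 of them through an older symbol. Bicluster enrichment followed the study in part: the methods' t-test compared the log2 of the ordinary F-statistic for dose between the genes of a bicluster and all genes, here on normexp values, separately for each day, and adjusted over 40 tests (10 biclusters in 4 fits). The adjustment and the following rule were added to the study's procedure. A bicluster was called enriched when the adjusted p was under 0.05 and its mean lay above that of all genes. Because the F-statistic has no direction, the direction of each set at 162 µg was tested with camera (preset correlation) and with fry. The median log2 fold change is printed beside these tests, and their p-values are not p-values of that median. Similarity of the materials was the correlation across genes of their effects at 162 µg on a day, set beside 100 simulations in which unchanged groups were compared with the same controls. Genes of 1 set are not independent replicates of each other, so each count was also set against 100 splits of the same arrays into groups of the same sizes.

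The rule for named genes had 3 parts. The first took, in each fit, up to 5 genes with the largest absolute log2 fold change at 162 µg among those called in the F-test and in the 162 µg contrast, with every 162 µg array on the same side of every control array. The second took up to 5 called members each of bicluster-3 and bicluster-7. The third took up to 3 called genes with the smallest p in each difference between materials or days. Only genes with a probe well above background in Cy5 on at least 3 arrays of 1 group qualified.

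The alternatives were no background correction, the scanner log ratio, the series matrix values, quantile scaling of the intensities between arrays, leaving out dim probes, the brightest probe of a gene in place of the median, slide or scan day as a fixed block, slide as a random block, 1 fit of all arrays, a minimum fold of 1.5, the ordinary F-test, other reference distributions for the sets, other set tests, and leaving out each array in turn. The replaced backgrounds, and every alternative for the similarity of the materials, were added later. Marker lists for 9 tissues or cell types were also tested with camera and fry at 162 µg: heart muscle, skeletal muscle, fat, neutrophils, alveolar macrophages, B lymphocytes, T lymphocytes, airway cells and alveolar type 2 cells. These lists, and a list of 10 clock genes, were written from general knowledge before they were tested.

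The pipeline was tested on simulated data, with arrays of the same group sizes in which 200 genes were shifted by 1.5 on the log2 scale. The F-test recovered between 92.5% and 96% of them in the 4 fits, with 7 to 11 false calls, and the 162 µg contrast recovered between 94.5% and 97%, with 4 to 13 false calls. The test of the difference between materials recovered 95% on day 1 and 93.5% on day 28, with 6 and 17 false calls, and that between days 91.5% for NRCWE-025 and 89% for NRCWE-030, with 9 and 5 false calls. A shifted set was called in each of the 4 fits, and none of the 9 unchanged sets beside it was. The noise was drawn separately for each gene, with no correlation between genes and no effects of slide or background. The simulation thus cannot give the rate of false set calls on the real arrays. There, splits of the arrays gave a median of 5 camera calls for NRCWE-025 on day 1. Within groups, 136 pairs of arrays were checked for duplicates: correlations across genes lay between 0.758 and 0.983, and no pair shared more than 5.1% identical probe values. For arrays, the number of arrays limits the precision.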

Results

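Gene expression was measured in the whole lung of 69 female C57BL/6 mice, 1 array per mouse, on days 1 and 28 after instillation of nano-TiO2 or of vehicle. NRCWE-025 and NRCWE-030 are the names of the 2 titanium dioxide nanomaterials (NMs). Each day had 5 vehicle controls, which served both materials, and 5 mice at each dose of each material, except for 4 mice at 162 µg of NRCWE-025 on day 28. Between 49.1% and 72.8% of the spots of an array were well above background in Cy5, the lung channel, with a median of 62.1%, and no spot was saturated. The mean per group ranged from 55.4% ± 3.7 (SD, n = 5) at 162 µg of NRCWE-025 on day 1 to 66.7% ± 3.7 (SD, n = 5) at 162 µg of NRCWE-030 on day 28. Expression values are log2 ratios of lung to reference.

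On 4 arrays the normexp model fitted a Cy5 background mean far below 0. The arrays were replicate 1 of NRCWE-025 54 µg day 28 (-259.4), replicate 5 of NRCWE-030 54 µg day 28 (-243), replicate 4 of NRCWE-025 18 µg day 28 (-170.6) and replicate 5 of NRCWE-025 162 µg day 1 (-137.9). The counts of genes called for dose, against control, between materials and between days are therefore also given with marked backgrounds replaced (the replaced set), an alternative chosen after the first counts had been seen.

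**Figure D1:**
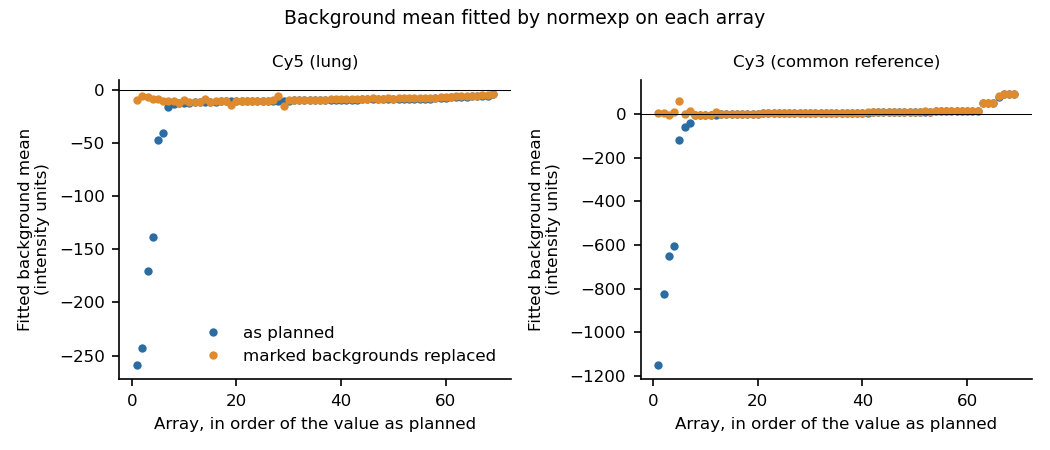
Mean of the background that normexp fitted on each array, in intensity units, in Cy5 and in Cy3, with arrays ordered by the value as planned and 1 point per array and set of values. In Cy5 the lowest mean rose from -259.4 as planned to -14.4 with marked backgrounds replaced.

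The dose effect asked whether a gene differed among control, 18, 54 and 162 µg of a material on a day. For NRCWE-025 on day 1, limma's F-test called 0 of 18656 genes, with 3033 at an unadjusted p under 0.05, and the ordinary F-test also called 0. The smallest adjusted p was 0.0673, and 933 genes are expected under 0.05 by chance. In the replaced set, 4 genes were called (Aox1, Dleu2, Slc13a4 and Tspan2, named here after their values were seen). Slide as a random block gave 70 genes, the most of any alternative, and leaving out replicate 3 of the 162 µg group gave 82. For NRCWE-030 on day 1, 166 genes were called (1998 unadjusted), and the ordinary F-test called 68. The count with marked backgrounds replaced was 178, of which 160 were the same genes. The alternative that moved this count most was slide as a random block, which gave 455 genes, while slide as a fixed block gave 87. Without replicate 2 of the 162 µg group the count was 89.

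On day 28 the F-test called 1 gene for NRCWE-025, Hspa8, with 718 genes at an unadjusted p under 0.05, fewer than the 933 expected by chance. The ordinary F-test called 0. For NRCWE-030 it called 3 genes, Spon2, Arntl and Tspan4, with 935 unadjusted, and the ordinary F-test called 4. Counts in the replaced set were 5 and 19, and these included each of the genes called as planned. Leaving out replicate 4 of NRCWE-025 18 µg day 28, an array with a failed background fit, gave 6 genes for NRCWE-025. Without replicate 5 of NRCWE-030 54 µg day 28, another such array, the count for NRCWE-030 was 17. Of the alternatives, the scanner log ratio moved the count for NRCWE-025 most, to 14, and the series matrix values moved that for NRCWE-030 most, to 53. In the 19 fits that left out 1 array, the F-test count for NRCWE-025 changed in 15, between 0 and 6. The call of Hspa8 at 162 µg against control was lost in 7 of them.

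Each dose was then set against the control of the same day. On day 1, NRCWE-025 gave 0 called genes at 18 µg (730 at an unadjusted limma p under 0.05) and 0 at 54 µg (984 unadjusted), and 0 at both doses in the replaced set. At 162 µg, 41 genes were called, 4 higher and 37 lower. There were 39 with marked backgrounds replaced, 14 higher and 25 lower, and 21 genes were called in both. It was 128 with slide as a random block and 0 with slide or scan day as a fixed block. This count rested on single arrays: it was 349 without replicate 3 of the treated group and 0 without replicate 4 of the controls. At 54 µg, leaving out replicate 3 of the treated group gave 26 genes in place of 0.

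NRCWE-030 on day 1 gave 1 called gene at 18 µg, which was lower, then 13 at 54 µg (9 higher, 4 lower) and 296 at 162 µg (233 higher, 63 lower). Counts in the replaced set were 1, 15 (8 higher, 7 lower) and 316 (228 higher, 88 lower), and 279 genes were called at 162 µg in both. Of the alternatives the scanner log ratio raised the 162 µg count most, to 529, and scan day as a fixed block lowered it most, to 47. Slide as a random block moved the 54 µg count most, to 103. Without replicate 2 of the 162 µg group, 149 genes were called. Without replicate 3 of the controls, the counts were 6 at 18 µg and 71 at 54 µg.

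On day 28 few genes passed. NRCWE-025 gave 0 at 18 µg (1208 at an unadjusted limma p under 0.05), 2 at 54 µg, both lower, and 2 at 162 µg, 1 higher and 1 lower. NRCWE-030 gave 3 at 18 µg, all higher, 1 at 54 µg, which was lower, and 5 at 162 µg, 2 higher and 3 lower. Counts in the replaced set were 11, 5 and 3 for NRCWE-025 and 22, 10 and 18 for NRCWE-030. The scanner log ratio gave 46 genes at 18 µg of NRCWE-025 and 110 at 18 µg of NRCWE-030, and slide as a fixed block gave 47 and 45 at 54 and 162 µg of NRCWE-030. Leaving out 1 array moved these counts within 0 to 5 for NRCWE-025 at 18 µg (highest without replicate 4 of the controls) and within 0 to 20 for NRCWE-030 at 18 µg (highest without replicate 5 of the treated group). The latter is the array for which a mismatch between scanner file and series matrix values is not excluded. At 54 µg of NRCWE-030 the count was 11 without replicate 5 of the treated group.

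**Figure D2:**
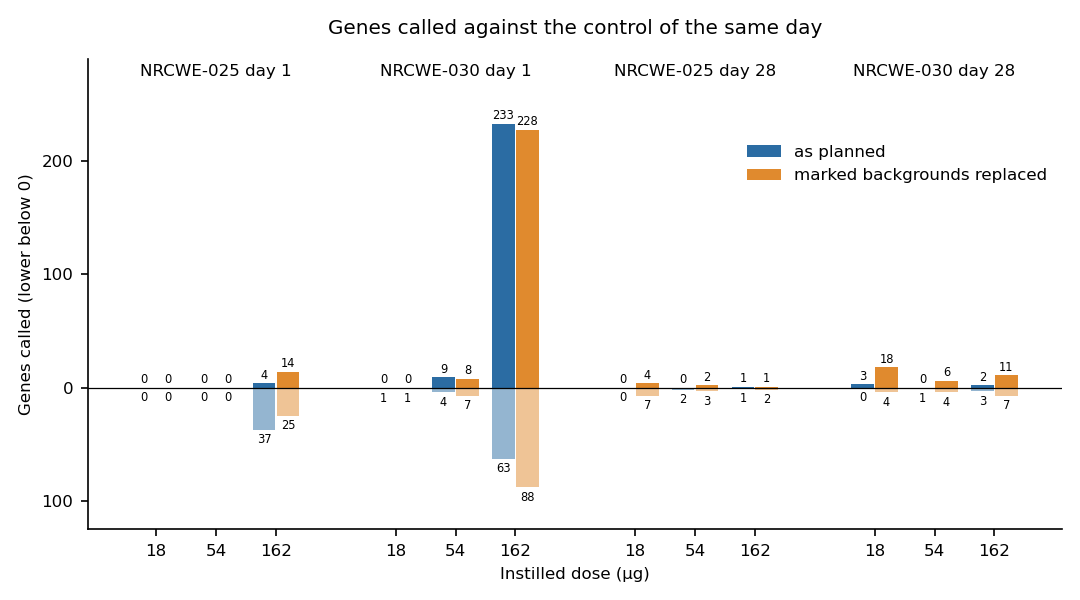
Number of genes called against the control of the same day (vertical axis, lower genes drawn below 0) by material, day and dose in µg, with 1 bar for the values as planned and 1 for marked backgrounds replaced. The tallest bar is 162 µg of NRCWE-030 on day 1, with 233 genes higher as planned and 228 with marked backgrounds replaced.

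For NRCWE-030 on day 1, 139 genes were called in the F-test and at 162 µg with every treated array beyond every control array. The 5 with the largest change were Saa3, Saa1, Orm2, Saa2 and Timp1. Saa3 rose by 7.30 ± 0.82 (SE) log2 units at 162 µg (F-test adjusted p 0.000104), from -2.60 ± 0.49 (SD, n = 5) in controls to 4.70 ± 0.69 (SD, n = 5). Saa1 rose by 4.79 ± 0.53, Orm2 by 3.84 ± 0.49, Saa2 by 3.60 ± 0.39 and Timp1 by 3.17 ± 0.46, each on 5 of 5 treated arrays. Orm2 was well above background on 1 of the 5 control arrays, so its fold rests on a dim control signal. Across 10 alternatives the change of Saa3 lay between 7.23 and 8.08 and that of Timp1 between 3.16 and 3.95. At 162 µg against control, however, Timp1 was no longer called in 2 of them, with contrast adjusted p up to 0.0713.

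**Figure D3:**
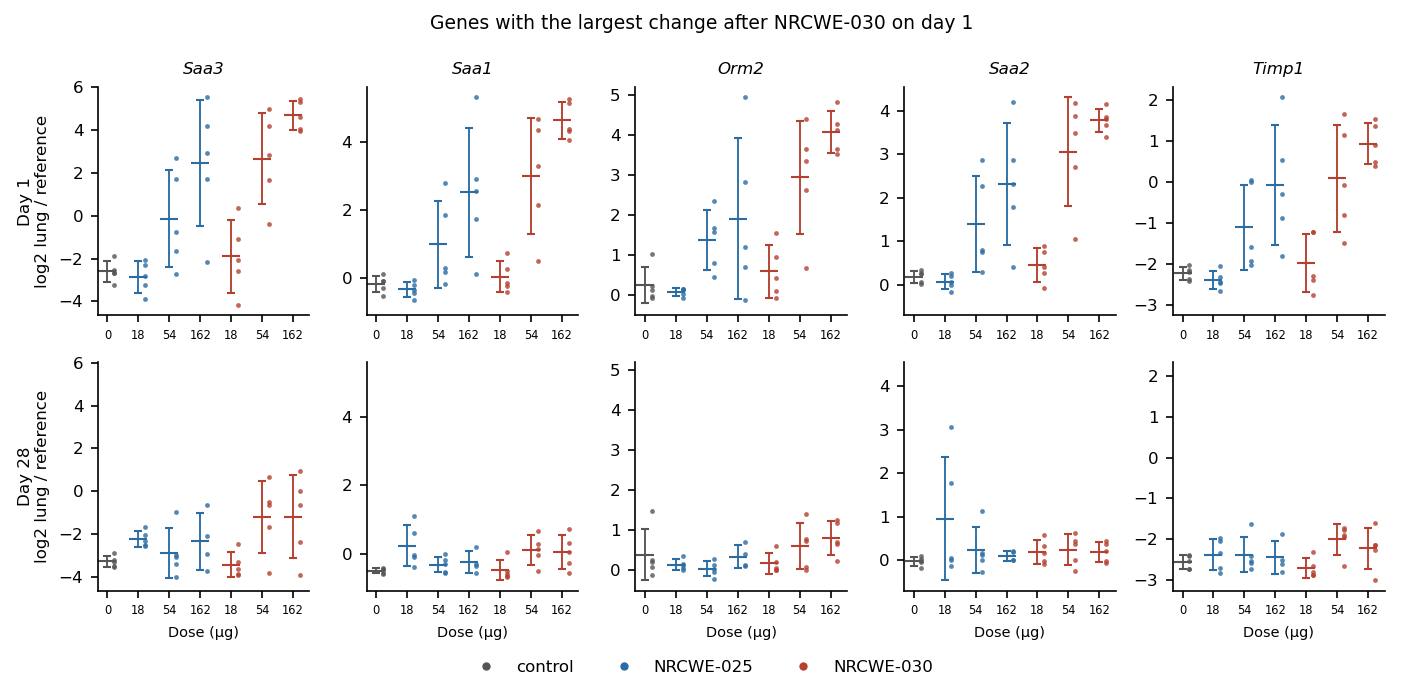
Log2 lung over reference on each array (points), with the mean and SD of each group (lines), for Saa3, Saa1, Orm2, Saa2 and Timp1 on day 1 (top) and day 28 (bottom), by dose in µg. On day 1 the mean of Saa3 was -2.60 in controls, 2.45 at 162 µg of NRCWE-025 and 4.70 at 162 µg of NRCWE-030.

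The same genes were higher at 162 µg of NRCWE-025 on day 1 without being called as planned. In the replaced set Saa2 was called (2.65 ± 0.54 (SE), contrast adjusted p 0.0424). Saa3 rose by 5.05 ± 1.11 (SE; contrast adjusted p 0.0633), with 4 of 5 treated arrays beyond the controls. Its values ran from -2.17 in replicate 1 to 5.54 in replicate 4, with an SD of 2.95 (n = 5) against 0.49 (n = 5) in controls. The difference between the materials on day 1 was tested directly and was not called for Saa3 (adjusted p 0.374), but it was for Saa1 (adjusted p 0.0253) and Orm2 (adjusted p 0.0267). Both calls were lost in the replaced set, with adjusted p of 0.0811 for Saa1 and 0.0900 for Orm2.

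On day 28 the largest changes among the called genes at 162 µg were smaller. Hspa8 fell by 1.06 ± 0.15 (SE) for NRCWE-025, on 4 of 4 arrays. For NRCWE-030, Spon2 fell by 2.10 ± 0.23, Arntl fell by 1.36 ± 0.20 and Tspan4 rose by 0.75 ± 0.10, each on 5 of 5 arrays. At 162 µg against control, these last 3 genes stayed called in each of 10 alternatives, with contrast adjusted p up to 0.0466, and Hspa8 was lost in 3 of 10. Arntl is a gene of the circadian clock, and the time of killing is not in the labels. Its fall is therefore not shown to be a response to NRCWE-030.

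The study's gene sets were applied to ask which biclusters held genes that vary with dose. The biclusters were derived from other series, so their choice did not use these arrays. For NRCWE-025 on day 1, 3 of 10 were enriched: bicluster-2, which holds cell cycle genes (difference in mean log2 F 0.99, adjusted p 0.0208), bicluster-5, with DNA replication genes (0.86, adjusted p 0.00035), and bicluster-10, which the study relates to oxidative stress (1.49, adjusted p 0.0144). For NRCWE-030 on day 1, bicluster-1 (1.63, adjusted p 0.0309), bicluster-3, with chemokine genes (2.32, adjusted p 0.00018), and bicluster-8, with genes of the inflammatory response (2.33, adjusted p 0.000129), were enriched. Bicluster-9, with heart muscle genes, lay below all genes in the same fit (-1.56, adjusted p 0.0266). This difference was -0.42 without replicate 3 of the 18 µg group, and the call was lost in 8 of the 20 fits that left out 1 array. On day 28, bicluster-1 was enriched for NRCWE-025 (0.85, adjusted p 0.0336), and bicluster-9 lay below all genes (-2.42, adjusted p 0.00587), with -0.91 without replicate 3 of the 54 µg group. Bicluster-1 (0.90), bicluster-3 (0.90) and bicluster-7, which the study relates to fibrosis (1.09), were enriched for NRCWE-030 on day 28, with adjusted p of 0.0243, 0.0243 and 0.0269.

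With marked backgrounds replaced, 4, 3, 0 and 4 biclusters were enriched for NRCWE-025 day 1, NRCWE-030 day 1, NRCWE-025 day 28 and NRCWE-030 day 28. The sets called were not the same: NRCWE-025 gained bicluster-1 on day 1 and lost it on day 28, and NRCWE-030 on day 28 lost bicluster-1 (adjusted p 0.0653) and gained bicluster-8 (adjusted p 0.0219) and bicluster-9 (adjusted p 0.00596), with bicluster-2 below all genes. The alternative that moved these counts most was scan day as a fixed block, with 0 for NRCWE-025 on day 1. Without replicate 5 of the 162 µg group, 0 biclusters were enriched for NRCWE-030 on day 28. Bicluster-3 and bicluster-8 for NRCWE-030 on day 1 were enriched in each of 11 alternatives. Other splits of the same arrays gave as many enriched sets too often to exclude chance in any of the 4 fits. Counts taken 1 set at a time were added after the first had been seen, with no adjustment for the number of sets. By these, chance could be excluded for bicluster-5 and bicluster-10 with NRCWE-025 on day 1. It could also be excluded for bicluster-3 and bicluster-8 with NRCWE-030 on day 1, and for none of the other called sets.

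**Figure D4:**
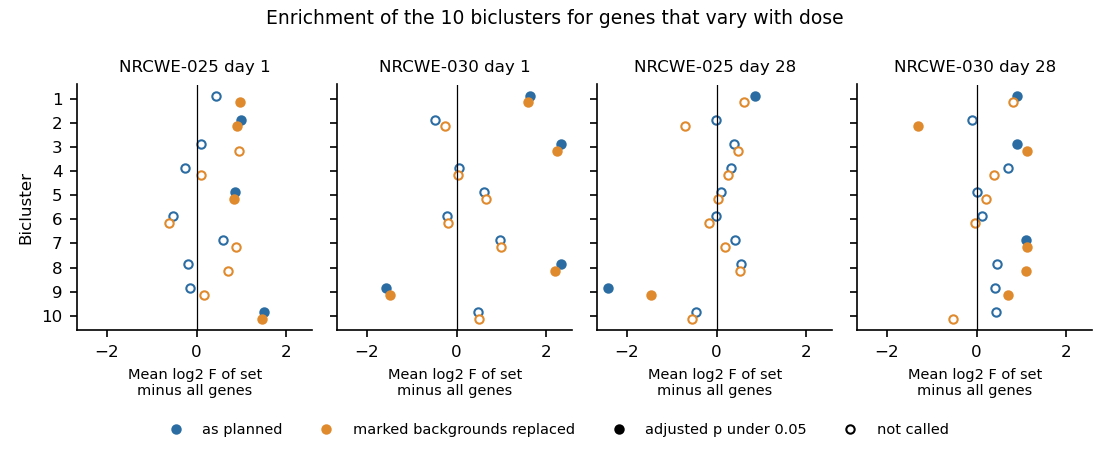
Mean log2 F-statistic for dose of the genes of each bicluster minus that of all genes, with 1 panel per material and day and 1 point per set of values, filled where the adjusted p is under 0.05. For NRCWE-030 on day 1 bicluster-3 and bicluster-8 lie farthest to the right, at 2.32 and 2.33 as planned.

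At the level of single genes, 5 of the 16 matched members of bicluster-3 were called by the F-test for NRCWE-030 on day 1 when adjusted over all genes, and 11 when adjusted over the list alone (5 and 10 in the replaced set). Among them were Ccl9, Aif1, Fcgr1 and Cxcl9, with log2 increases at 162 µg between 0.95 ± 0.20 (SE, Fcgr1) and 1.41 ± 0.22 (Ccl9). Of the 19 matched members of bicluster-7, 2 were called over all genes, Il1rn (0.91 ± 0.11) and Trem2 (0.63 ± 0.14), and 4 when adjusted over the list alone. Il1rn has a probe well above background on 4 of 69 arrays, and the median over its probes lowers the change that the other probe shows, 1.76. On day 28, no member of either set was called over all genes, and 4 members of bicluster-7 were called for NRCWE-030 when adjusted over the list alone (6 in the replaced set). Each of the genes named here except Il1rn lost its call at 162 µg against control in at least 2 of 10 alternatives. Their F-test calls were not followed through the alternatives.

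Direction was tested at 162 µg. For NRCWE-030 on day 1, camera called 6 biclusters higher and 2 lower. Bicluster-3 had the largest median, 0.99, with 15 of 16 members higher (camera adjusted p 1.42e-13), and all 15 members of bicluster-8 were higher (median 0.49). Bicluster-10 was lower (-0.33, 4 of 16 members higher), and bicluster-9 was lower too (-0.25), although its median became 0.20 with slide as a fixed block and 0.10 without replicate 2 of the controls. Fry called 6 of these 8, namely biclusters 1, 3, 5, 7, 8 and 10. For NRCWE-025 on day 1, camera called 4 higher and 2 lower, among them bicluster-9 (-1.20, 0 of 17 members higher) and bicluster-10 (-0.72, 1 of 16 higher). Fry kept 2 of these, bicluster-7 and bicluster-10.

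On day 28 camera called 3 biclusters for NRCWE-025, 2 higher and 1 lower, and fry called 0. For NRCWE-030 it called 4, all higher (biclusters 1, 3, 7 and 8), and fry kept bicluster-7 (median 0.30, 17 of 19 members higher, fry adjusted p 0.0217). Camera with a correlation estimated from the data was the alternative that moved direction most: it called 0 and 4 biclusters on day 1 and 0 and 1 on day 28, for NRCWE-025 and NRCWE-030. With marked backgrounds replaced camera called 8 and 8 on day 1 and 4 and 4 on day 28. Other splits of the arrays gave as many camera calls too often to exclude chance for the number of calls in any fit. For single sets, counts were added later, with no adjustment for the number of sets. By these, chance could be excluded on day 1 for biclusters 7 and 10 with NRCWE-025 and for biclusters 1, 3, 7, 8 and 10 with NRCWE-030. On day 28 it could be excluded for bicluster-7 with NRCWE-030, and for none of the other called sets on either day. The median, the mean and the camera direction differed in sign for 6 of the 40 tests, none of them a call.

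Both materials shared controls, so their effects at 162 µg are expected to be alike to some degree. Across genes, which are not independent replicates, the correlation of the effects of the materials was 0.551 on day 1. Unchanged groups simulated against the same controls gave a median of 0.504, and 41 of 100 simulations were as high. On day 28 it was 0.701, against a simulated median of 0.599, with 29 of 100 as high. With marked backgrounds replaced, which moved the day 1 value most, the correlations were 0.763 (8 of 100 as high) and 0.704 (4 of 100 as high). When each material was given different controls of the same day, the median correlation as planned was 0.350 on day 1 and 0.309 on day 28. On day 1, 11 genes were called at 162 µg for both materials, and 16 with marked backgrounds replaced. The overlap that shared controls alone would give between lists of this length was not tested. On day 28 the materials shared 0 called genes.

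The difference between the materials was tested over the 3 doses of a day, a contrast in which the controls cancel. On day 1, 14 genes were called, 9 with a higher and 5 with a lower effect of NRCWE-030 at 162 µg, and on day 28 also 14, 8 higher and 6 lower. Counts in the replaced set were 29 and 45. The scanner log ratio moved the day 1 count most, to 72. On day 28 the scanner log ratio raised the count most, to 61, and scan day as a fixed block lowered it most, to 2. Leaving out replicate 4 of NRCWE-025 162 µg gave 68 on day 1, and leaving out replicate 5 of NRCWE-030 54 µg gave 40 on day 28. The genes with the smallest p on day 1 were Tspan4 (0.70 ± 0.15 (SE) at 162 µg), Per2 (0.58 ± 0.14) and Arntl (-0.97 ± 0.25), and on day 28 Dbp (1.73 ± 0.41), Per2 (0.92 ± 0.15) and Tspan4 (0.83 ± 0.16). Per2 on day 28 lost its call in 2 of 9 alternatives (adjusted p up to 0.0661), and the other calls named here were kept in each. Per2, Arntl and Dbp are genes of the circadian clock. Per2 has a probe that did not change (0.05 at 162 µg of NRCWE-030 on day 1, where the other probe rose by 1.28), so the median over probes lowers its change.

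**Figure D5:**
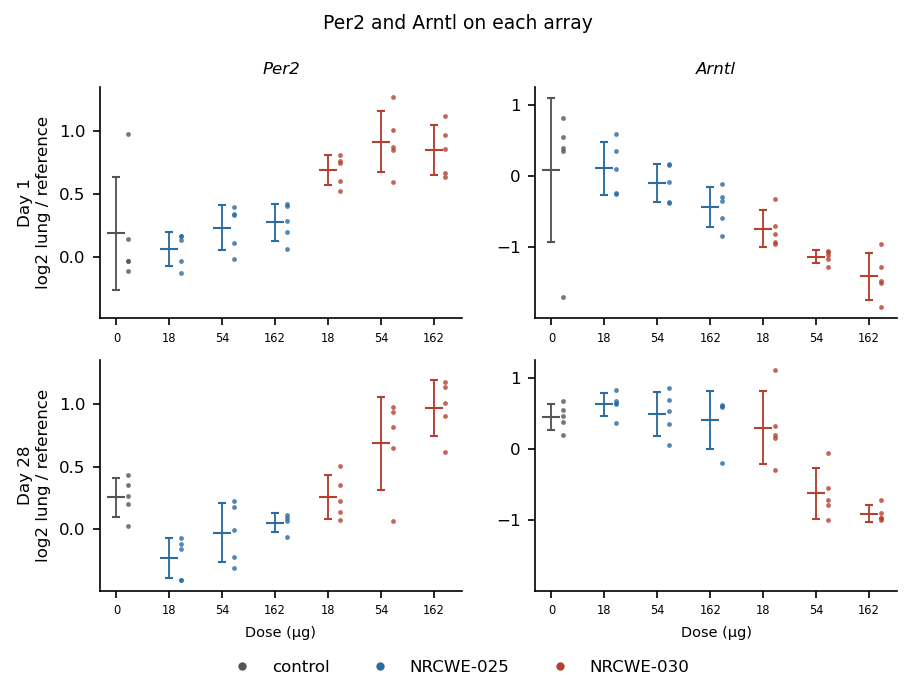
Log2 lung over reference of Per2 and Arntl on each array (points), with the mean and SD of each group (lines), by dose in µg, on day 1 (top) and day 28 (bottom). At 162 µg on day 28 the mean of Arntl was 0.40 for NRCWE-025 and -0.91 for NRCWE-030.

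Whether the effect of 162 µg differed between days was tested for each material. For NRCWE-025, 2 genes were called, both with a higher effect on day 1: Adamts9 (1.02 ± 0.16 (SE)) and Dusp16 (0.59 ± 0.12). For NRCWE-030, 18 genes were called, 15 with a higher and 3 with a lower effect on day 1, among them Adamts9 (1.05 ± 0.16), Orm1 (2.86 ± 0.49) and Saa1 (4.24 ± 0.73). With marked backgrounds replaced the counts were 11 and 37. Slide as a fixed block moved the count for NRCWE-025 most, to 42, and the scanner log ratio that for NRCWE-030, to 77. Without replicate 1 of NRCWE-025 162 µg day 28 the count for NRCWE-025 was 16, and without replicate 2 of NRCWE-030 162 µg day 1 that for NRCWE-030 was 8. Dusp16 lost its call in 13 of the 19 fits that left out 1 array. One of the 2 probes of Adamts9 was well above background on 7 of 69 arrays, so the median over probes lowers its change. Adamts9 also differed between the controls of the days, at 0.39 ± 0.19 (SD, n = 5) on day 1 and 1.14 ± 0.18 (SD, n = 5) on day 28, and both materials were measured against those controls. Orm1 was well above background on 1 of 5 control arrays on each day.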

Values the study reported

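In the paper, the gene sets rest on 11 published studies of mouse lung disease. These covered 52 conditions, and 8752 symbols were present in every one of the studies. Of the sets, 8 hold genes that were up-regulated and 2 hold genes that were down-regulated.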

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

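The growth with dose, the clock score of 1 control array and the comparison with replaced backgrounds were tests chosen only after the result was seen, while the direction of the clock genes and the slide block were set out earlier.

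Among 78 groups of values of the named genes, 4 had an array far from the rest of its group, where chance gives 3.9, or about 1 in 20 groups. The values are the gap to the nearest array over the range of the group. In controls of day 1 they were 0.732 for Orm2 (replicate 2 at 1.01, the others between -0.10 and 0.20), 0.764 for Per2 (replicate 3 at 0.98, the others between -0.12 and 0.14) and 0.816 for Arntl (replicate 3 at -1.69, the others between 0.36 and 0.82). In controls of day 28 it was 0.766 for Orm1 (replicate 4 at 1.30, the others between -0.22 and 0.13). The number found is that of chance, so no explanation was sought for Orm1 and Orm2, both near the floor in controls, and no biological explanation was tested for them. Per2 and Arntl lie far out in the same mouse, in opposite directions. A clock score from 10 other clock genes was 0.48 in that array and between -0.19 and 0.10 in the other controls of day 1. A candidate explanation is that this mouse was killed at another time of day, which the labels do not give. A mislabelled array was not tested.

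The materials differed in 14 genes on day 1 and in 14 on day 28, by a test of the difference itself. On day 1, 1 of 100 splits of the arrays gave as many genes, so chance can be excluded. On day 28 it was 6 of 100, so chance cannot be excluded as planned, though it can with marked backgrounds replaced (1 of 100 on each day). Genes with the smallest adjusted p on day 1 were Tspan4 (1.62e-06), Per2 (6.55e-05) and Arntl (0.00158). On day 28 they were Dbp (2.57e-06), Per2 (2.59e-06) and Tspan4 (9.51e-06), of which Per2 lost its call in 2 of 9 alternatives. The effects at 162 µg of NRCWE-030 minus NRCWE-025, with 5 arrays each on day 1 and 5 against 4 on day 28, were 0.70, 0.58 and -0.97 on day 1 and 1.73, 0.92 and 0.83 on day 28.

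Since Per2, Arntl and Dbp belong to the circadian clock, 10 other clock genes were tested for the sign that a shift in the time of day predicts. The sign was as predicted in 9 of 10 on day 1 and in 8 of 10 on day 28. With slide as a fixed block, 10 of 10 and 9 of 10 had it, which argues against slide as the whole cause. The clock score of the materials differed by 0.19, 0.20 and 0.18 at 18, 54 and 162 µg on day 1, and the difference at 162 µg minus that at 18 µg was 0.00 ± 0.09 (SE). On day 28 the differences were 0.13, 0.25 and 0.27, and that of 162 and 18 µg was 0.14 ± 0.06 (SE), past 2 SE, but 0.11 ± 0.06 with marked backgrounds replaced, which is not. A different time of killing for the 2 materials may explain the pattern. On day 1 an effect of the material that grows with dose cannot be told apart from it, because the SE is large beside the score differences, and on day 28 such an effect stays open. An effect of the material at any dose stays open as well, since neither the order nor the time of killing is in the labels. Tspan4 is not in the list, and no explanation was tested for it.

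The effect of 162 µg differed between days in 2 genes for NRCWE-025 and in 18 for NRCWE-030. The splits as large were 1 and 2 of 100, so chance can be excluded for both, also with marked backgrounds replaced (1 and 2 of 100). Without replicate 1 of NRCWE-025 162 µg day 28 the first count was 16, and without replicate 2 of NRCWE-030 162 µg day 1 the second was 8. The adjusted p was 0.000898 for Adamts9 and 0.0487 for Dusp16 with NRCWE-025, and 0.000196 for Adamts9, 0.00201 for Orm1 and 0.00201 for Saa1 with NRCWE-030. Adamts9 differed between the controls of the days themselves, at 0.39 and 1.14, and the 2 materials share these controls, so its 2 results are not independent. With slide or scan day as a fixed block, Adamts9 stayed called for both materials (adjusted p up to 0.0478 over its alternatives). So did Orm1 and Saa1, while Dusp16 lost its call with slide. Over 9 alternatives, Orm1 lost its call in 1 (adjusted p up to 0.282) and Dusp16 in 4 (adjusted p up to 0.185), while Saa1 kept its call in each. Differences in laboratory work before the arrays, and a biological change of the lung with time, were not tested for these genes and stay open.

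Probes with no gene symbol were not used in any comparison above. Of 13583 tested, the F-test called 4 for NRCWE-025 on day 1, 0 of them higher at 162 µg, and 12 for NRCWE-030 on day 1, 9 of them higher. Their genes are not known from the reference, and no biological explanation was tested.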

How the results depend on the processing

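The replaced backgrounds, and each alternative for the similarity of the materials, were tests chosen only after the result was seen. Where no cause is given below, the cause was not tested. Counts are given in order of dose where several doses are named.

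After replacement of marked backgrounds, the dose effect called 4 genes for NRCWE-025 on day 1, and 5 and 19 for NRCWE-025 and NRCWE-030 on day 28. Against control on day 1 the counts were 39 for NRCWE-025 at 162 µg (14 higher and 25 lower, against 4 and 37) and 15 for NRCWE-030 at 54 µg (8 and 7, against 9 and 4). On day 28 they were 11, 5 (2 higher, 3 lower) and 3 (1 higher, 2 lower) for NRCWE-025, and 22 (18 higher, 4 lower), 10 (6 higher, 4 lower) and 18 (11 higher, 7 lower) for NRCWE-030. No bicluster was enriched for NRCWE-025 on day 28 (0 by the methods' t-test), the materials differed in 29 genes on day 1 and 45 on day 28, and the days in 11 (4 higher, 7 lower) and 37 (25 higher, 12 lower). The values as planned were kept as main after this was seen.

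With no background correction, the dose effect called 3 genes for NRCWE-025 on day 1, and 5 and 11 for NRCWE-025 and NRCWE-030 on day 28. Against control the counts were 15 at 162 µg of NRCWE-025 on day 1 (3 higher, 12 lower), 11 and 5 (2 higher, 3 lower) at 18 and 54 µg of NRCWE-025 on day 28, and 25 (22 higher, 3 lower), 7 (4 higher, 3 lower) and 10 for NRCWE-030 on day 28. For NRCWE-025 on day 28, 0 biclusters were enriched and 6 had a direction. There were 36 genes that differed between the materials on day 28 and 14 that differed between days for NRCWE-025 (3 higher, 11 lower).

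With the scanner log ratio, counts against control on day 1 were 2 at 162 µg of NRCWE-025 (0 higher, 2 lower) and 0, 26 and 529 for NRCWE-030. On day 28 they were 46, 4 and 9 for NRCWE-025 and 110, 12 (7 higher, 5 lower) and 14 (8 higher, 6 lower) for NRCWE-030. The dose effect called 14 and 15 genes on day 28, and 0 and 1 biclusters were enriched. A difference between the materials was called in 72 genes (39 higher, 33 lower) on day 1 and 61 on day 28, the days in 40 (18 higher, 22 lower) and 77.

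With the series matrix values, counts against control were 15 at 162 µg of NRCWE-025 (6 higher, 9 lower) and 15 at 54 µg of NRCWE-030 (12 higher, 3 lower) on day 1. On day 28 they were 7 and 5 (2 higher, 3 lower) at 18 and 54 µg of NRCWE-025, and 93 (74 higher, 19 lower), 15 (6 higher, 9 lower) and 33 for NRCWE-030. The dose effect called 6 and 53 genes on day 28. Replicate 5 of NRCWE-030 18 µg day 28, whose series matrix values may not match its scanner file, is part of these NRCWE-030 counts. How far it moves them was not tested. For NRCWE-025 on day 28, 0 biclusters were enriched and 6 had a direction. The materials differed in 28 and 37 genes, the days in 31 for NRCWE-025 (11 higher, 20 lower).

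With slide as a fixed block, counts against control were 0 at 162 µg of NRCWE-025 and 4, 47 and 48 for NRCWE-030 on day 1, and 0 and 0 at 54 and 162 µg of NRCWE-025 and 89, 47 and 45 for NRCWE-030 on day 28. The dose effect called 87 genes for NRCWE-030 on day 1, and 0 and 26 on day 28. For NRCWE-025, 1 bicluster was enriched on day 1 and 0 on day 28. For the materials the counts were 25 and 5 genes, for the days 42 and 11. The median of bicluster-9 for NRCWE-030 on day 1 turned to 0.20, and that of bicluster-8 for NRCWE-025 on day 28 to -0.03. This block left 7 or 8 residual degrees of freedom in the separate fits.

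With scan day as a fixed block, counts against control were 0 at 162 µg of NRCWE-025 and 5, 36 and 47 for NRCWE-030 on day 1, and 0 and 0 at 54 and 162 µg of NRCWE-025 and 0, 8 and 11 for NRCWE-030 on day 28. The dose effect called 84 genes for NRCWE-030 on day 1, and 0 and 23 on day 28. For NRCWE-025, 0 biclusters were enriched on either day, and the median of bicluster-8 on day 28 turned to -0.03. The materials differed in 2 genes on day 28, and the days in 34 for NRCWE-025.

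With slide as a random block, the dose effect called 70 and 455 genes on day 1 and 2 and 40 on day 28. Against control, counts were 128 at 162 µg of NRCWE-025 and 103 at 54 µg of NRCWE-030 on day 1, and 7 at 18 µg of NRCWE-025 and 60, 13 and 15 for NRCWE-030 on day 28. The materials differed in 35 genes on day 1, the days in 20 and 35. In 1 fit of all arrays, the dose effect called 8 genes for NRCWE-025 on day 1, and 6 and 19 on day 28. Against control, counts were 22 at 162 µg of NRCWE-025 and 0 and 28 at 18 and 54 µg of NRCWE-030 on day 1, and 6 and 5 at 18 and 54 µg of NRCWE-025 and 11, 3 and 17 for NRCWE-030 on day 28, with 0 biclusters enriched for NRCWE-025 on day 28.

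With the brightest probe, counts were 0 at 18 µg of NRCWE-030 on day 1 and 3 and 1 at 18 and 54 µg of NRCWE-025 on day 28, and the days differed in 4 genes for NRCWE-025. With dim probes left out, which leaves fewer genes tested (14418 to 15389 per fit), they were 0 at 18 µg of NRCWE-030 on day 1 and 1 for the days with NRCWE-025. A minimum fold of 1.5 can only lower a count, and left 26 genes at 162 µg of NRCWE-025 and 0 and 189 at 18 and 162 µg of NRCWE-030 on day 1. The ordinary F-test, which does not share the spread between genes, called 68 genes for NRCWE-030 on day 1 and 0 for NRCWE-025 on day 28. With the log2 of the moderated F-statistic, 2 biclusters were enriched for NRCWE-025 on day 28. Camera with estimated correlation called 0 and 4 biclusters on day 1 and 0 and 1 on day 28, and fry called 2 for NRCWE-025 on day 1, and 0 and 1 on day 28. Quantile scaling of intensities between arrays leaves log ratios as they are, so it moved nothing and says nothing about stability.

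Leaving out each array in turn gave dose effect counts of 0 to 82 and 89 to 234 on day 1 and 0 to 6 and 3 to 17 on day 28. Against control on day 1 the counts were 0 to 0, 0 to 26 and 0 to 349 for NRCWE-025 and 0 to 6, 2 to 71 and 149 to 255 for NRCWE-030. On day 28 they were 0 to 5, 0 to 2 and 0 to 2 for NRCWE-025 and 0 to 20, 0 to 11 and 3 to 5 for NRCWE-030. The materials differed in 8 to 68 genes on day 1 and 8 to 40 on day 28, the days in 1 to 16 and 8 to 25. Enriched biclusters numbered 2 to 4 and 2 to 4 on day 1 and 0 to 2 and 0 to 4 on day 28, and those with a direction 5 to 7 and 6 to 8 on day 1 and 2 to 4 and 4 to 6 on day 28. The similarity was 0.421 to 0.653 on day 1 and 0.567 to 0.739 on day 28. The median of bicluster-9 direction, NRCWE-030 day 1, ranged from -0.64 (without replicate 3 of the 162 µg group) to 0.10 (without control day 1 replicate 2), where it turned.

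The similarity of the materials moved in each alternative by less than the SD of the simulated unchanged groups (0.229 on day 1, 0.314 on day 28). That SD is wide and is not the spread of the observed similarity, so this does not show stability. With marked backgrounds replaced, the simulations as high went from 41 to 8 of 100 on day 1 and from 29 to 4 of 100 on day 28. The effect similarity, day 1, was 0.763 with marked backgrounds replaced, 0.727 with no background correction, 0.686 with the scanner log ratio and 0.728 with the series matrix values. The effect similarity, day 28, was 0.704, 0.699, 0.604 and 0.699 in the same order. Without the quantile scaling, 229 of 259 values of single named genes under alternatives kept their call and direction, 30 lost the call and 0 reversed. For single biclusters, 99 of 132 enrichment calls were kept and 33 lost, and 192 of 231 direction calls were kept, 36 lost and 3 reversed. Leaving out 1 array kept 568 of 594 for genes, 193 of 238 for enrichment and 394 of 417 for direction, where 1 reversed. No paired analysis was possible because the replicate numbers only follow the order of deposition and pair no mice. Slide as a fixed block, given above, is the comparison within slides that could be made. Signal over background limits the dim genes: spots well above background in Cy5 ranged from 49.1% to 72.8% per array, and a fold against a dim control rests on the background correction.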

Other observations

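Tests chosen only after the result was seen were those on the 4 arrays that stand apart and on bicluster-9, while those on cell types and on replicate 3 were set out earlier.

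Other splits of the arrays were counted for each result, 100 per result, the real one included. As planned, chance can be excluded for the dose effect of NRCWE-030 on both days (1 and 1) and of NRCWE-025 on day 28 (4), but not for NRCWE-025 on day 1 (100), where the count was 0. Against control, it can be excluded for NRCWE-025 at 162 µg on day 1 (2) and at 54 and 162 µg on day 28 (2 and 2), but not at the doses with a count of 0 (100 each). For NRCWE-030 it can be excluded at 54 and 162 µg on day 1 (1 and 1) and at 18, 54 and 162 µg on day 28 (2, 4 and 1), but not at 18 µg on day 1 (6). The splits take no account of slide or scan day, and no adjustment was made for the 28 results as planned. Leaving out 1 array took each of these counts of NRCWE-025 as low as 0. It did the same for NRCWE-030 at 18 and 54 µg on day 28. With either as a fixed block, the counts of NRCWE-025 for the dose effect on day 28, at 162 µg on day 1 and at 54 and 162 µg on day 28 fell to 0, and with scan day so did that of NRCWE-030 at 18 µg on day 28. The blocks were not run on the replaced set. For NRCWE-030 on day 28, the genes called for dose include Arntl, a clock gene. The clock score there was 0.03 in controls and 0.05, 0.22 and 0.28 at 18, 54 and 162 µg. Excluding chance in that fit thus does not tell a response to the material from another time of killing. Chance cannot be excluded for the number of enriched biclusters (7 and 10 on day 1, 64 and 17 on day 28, for NRCWE-025 and NRCWE-030) or for the number with a direction (28 and 11 on day 1, 52 and 50 on day 28). In the replaced set, chance can be excluded for the dose effect in each fit (1, 1, 1 and 1) and at 162 µg in each fit (1 and 1 on day 1, 4 and 1 on day 28). Counts for single biclusters were added after these had been seen. With no adjustment for the 40 tests of each kind, they exclude chance for the enrichment of some sets on day 1. These are biclusters 3 and 8 for NRCWE-030 (4 and 1) and biclusters 5 and 10 for NRCWE-025 (1 and 4). For direction on day 1 they exclude it for biclusters 7 and 10 with NRCWE-025 (1 and 1). With NRCWE-030 on day 1 they do so for biclusters 1, 3, 7, 8 and 10 (2, 1, 1, 1 and 4). On day 28 they do so for bicluster-7 with NRCWE-030 (4). Among 40 tests of a kind, a count of 4 can arise by chance in some sets, so the sets with a count of 4 are the least certain.

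Along the first principal component, which held 35.5% of the variance as planned, the 4 arrays with a failed background fit were the 4 farthest. After the replacement of marked backgrounds it held 17.4%, and 0 of the 4 were among the farthest. A background fit thrown off by a few local backgrounds may thus explain why these arrays stand apart. They were picked by their fitted Cy5 mean, which was -137.9 or lower. A first rule that took Cy5 or Cy3 added 1 array, with the same outcome.

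Biclusters 1, 3 and 8 were higher at 162 µg of NRCWE-030 on day 1. A list of 7 matched neutrophil markers, all 7 expressed in control lung and 1 of them in a bicluster, was higher too (median log2 change 0.37, 5 of 7 genes higher, camera adjusted p 0.00642), but fry did not call it (adjusted p 0.16). More neutrophils in the lung may contribute. For 6 matched alveolar macrophage markers, of which 2 are in a bicluster, the adjusted p was 0.789 with genes going both ways (3 of 6 higher), so more macrophages cannot be told apart from a change within cells. A change of expression within the lung's own cells stays open.

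The other marker lists were tested at 162 µg in the same way, and fry called 0 of the 36 tests as planned and 1 in the replaced set (neutrophils for NRCWE-030 on day 28, fry adjusted p 0.0478). For NRCWE-025 on day 1, camera called 6 lists lower: heart muscle (median -0.78, adjusted p 0.0201), fat (-1.04, 0.00436), alveolar macrophages (-0.80, 0.0207), B lymphocytes (-0.34, 0.0161), airway cells (mean -1.08, 0.032) and alveolar type 2 cells (-0.55, 0.00642). In the replaced set alveolar macrophages, airway cells and type 2 cells had adjusted p of 0.516, 0.0715 and 0.154. Skeletal muscle (0.01), T lymphocytes (0.02) and neutrophils (0.09) were not called. For NRCWE-030 on day 1, fat was lower (-0.53, adjusted p 0.0161), and heart muscle (-0.08), skeletal muscle (-0.06), B lymphocytes (-0.10), T lymphocytes (-0.02), airway cells (-0.20) and type 2 cells (-0.08) were not called. On day 28, neutrophil markers were lower for NRCWE-025 (-0.54, adjusted p 0.00778) and for NRCWE-030 (-0.68, adjusted p 4.28e-07), T lymphocytes were higher for NRCWE-025 (0.29, adjusted p 0.035), and no other list was called for either material as planned. Lists that camera called only in the replaced set were B lymphocytes for NRCWE-030 on day 1 (-0.13, adjusted p 0.022), and alveolar macrophages (0.40, adjusted p 0.011) and T lymphocytes (0.21, adjusted p 0.0449) for NRCWE-030 on day 28. Control lung expresses 7 of 12 heart, 7 of 10 skeletal muscle, 7 of 8 fat, 6 of 6 macrophage, 5 of 6 B lymphocyte, 5 of 6 T lymphocyte, 5 of 5 airway and 6 of 6 type 2 genes.

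Bicluster-9 was lower at 162 µg of NRCWE-025 on day 1 (-1.20), and its median was -0.57 without control day 1 replicate 2. Its median with marked backgrounds replaced was -1.25, which argues against the failed background fit as its cause. Within groups, its mean per array had a Pearson correlation of 0.972 with the mean of 12 heart genes that are not in it (Spearman 0.96, permutation p 1e-05, the smallest that 100000 permutations can give; 0.968 without the 2 farthest arrays). Control day 1 replicates 1 and 2 had bicluster-9 means of 2.41 and 3.82, the other 3 controls between 1.04 and 1.22. Among the 12 heart genes outside the set, Tcap had the highest control mean, 3.38, and a change of -1.63. Both lists hold heart muscle genes, which would vary together under either explanation below, so the correlation cannot decide between them. In 29 of 100 splits the direction of bicluster-9 was as extreme, so chance is not excluded for the difference itself. A varying amount of heart muscle in the samples may explain the difference, while a loss of heart muscle in treated lungs stays open.

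The count of genes at 162 µg of NRCWE-025 on day 1 rose from 41 to 349 without replicate 3. If its mouse had responded less, it would lie nearest the controls in more than the 20% of genes that chance gives. It did so in 17.6% of the 296 genes called for NRCWE-030, against 33.8% for replicate 1, 18.9% for replicate 2, 1.4% for replicate 4 and 28.4% for replicate 5, which argues against a weaker response. The count with marked backgrounds replaced rose from 39 to 76, still by over 1.5 times, which argues against the failed background fit as the whole cause. The smaller rise leaves a part of it open. What sets replicate 3 apart was not found.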
